A study of Homo sapiens with 14 samples. Its data were reported in "Chromatin interaction neural network (ChINN): a machine learning-based method for predicting chromatin interactions from DNA sequences" (2021).

How the data were processed

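Circular chromosome conformation capture with sequencing (4C-seq) was performed in MCF-7, a breast cancer cell line that carries the oestrogen receptor, and in K562, a chronic myeloid leukaemia cell line. In 4C-seq, crosslinked chromatin is digested and ligated, and inverse PCR from a chosen site, the viewpoint, reads out the fragments ligated to it. Chromatin was digested with HindIII and, after ligation, with DpnII. The 14 libraries fall into 7 groups of 2. MCF-7 cells were kept without hormone for 72 h or more and then received 100 nM oestrogen or vehicle for 45 min, and each treatment was assayed from the ELOVL2, GREB1 and SIAH2 viewpoints. Untreated K562 cells were assayed from the IRF2BP2 viewpoint. Groups and replicate numbers were taken from the sample labels, whose titles call the oestrogen samples primed and the vehicle samples naïve. The names of the deposited tables mark the treatments with other abbreviations, whose meaning is not given in the sources used here, so the direction of each difference between oestrogen and vehicle rests on the labels. Nothing in the labels says that replicates were separate cultures, so p-values measure the spread between libraries, which may be technical.

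Per the study's methods, the authors trimmed primers with Tagdust2, aligned reads to hg19 with Bowtie2, aligned again the leading part of reads that had failed, kept unique alignments and called interactions with the R package r3Cseq. The submitters' processing notes name Bowtie2 2.2.6 and hg19. The deposited read counts are whole numbers of reads per region, 1 library per table, and only regions with at least 1 read are listed. The deposited signal, named RPMs by the authors, followed an exact power law of the read count in each library, with exponents from 0.872 to 1.43, and was therefore not proportional to reads. The signal was used only to order called windows and for the gene lists in trans. The deposited p-values and q-values are those of r3Cseq, by which the authors tested each region against a distance-dependent background within its own library. The MCF-7 tables list 5 kb windows (5000 bp), whereas the K562 tables list HindIII fragments of varying length. A stretch of 10.2 kb around each MCF-7 viewpoint (10208 bp at ELOVL2, 10189 bp at GREB1 and 10150 bp at SIAH2) and of 15422 bp at IRF2BP2 is unlisted, and its midpoint was taken as the viewpoint.

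Total reads ranged from 21434 to 411327 in MCF-7 libraries and from 977501 to 986196 in K562 libraries. Regions with a single read made up 6.07% to 37.2% of listed MCF-7 regions, the highest share being that of the shallowest library. PCR reads without molecular identifiers are not independent molecules, so the 95% Wilson intervals of shares and the limit of 3 reads behind a count of 0 cover counting error only. Of the 19 pairs of libraries of 1 viewpoint, each differed by more than sampling noise, with a chi-square per degree of freedom of 7.74 to 43.7.

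The tests of treatment, cis share, sharing of windows and gene lists, with their lists and alternatives, were fixed before the data were examined, except those named as chosen later. Profile correlations, recurrence by distance, bins in trans and features of called windows were added afterwards. Windows on the viewpoint's chromosome (cis windows) were analysed outside a zone of 10 kb around the window with the most reads, which lay beside the viewpoint and not on it. Leaving out no more than the unlisted stretch was therefore added as an alternative after the data were seen. A cis window was called at a q-value of 0.05 or less. Read counts of cis windows with 40 or more reads over the 4 libraries of a viewpoint were compared between treatments with edgeR 4.0.16 (quasi-likelihood test, TMM factors over the tested windows, no block) in R 4.3.3, with Benjamini-Hochberg adjustment and a threshold of 0.05. DESeq2 1.42.0, other scalings and filters, 20 kb bins, windows within 1 Mb, a wider zone of 50 kb, the replicate number as a block and each library left out in turn were alternatives. To set windows side by side, reads were also expressed per 10000 reads within 1 Mb of the viewpoint. This unit was used because whole-chromosome fold changes of windows near GREB1 and SIAH2 were shifted upward as a group.

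The cis share was the percent of reads outside the zone that lay on the viewpoint's chromosome, compared between treatments by an exact permutation test. Sharing of called windows was measured by the Jaccard index (windows called in both libraries over windows called in either) and tested over the 3 ways to split 4 libraries into pairs. The number of windows called in every library was set beside 10000 draws that placed each library's calls at random within classes of distance. Named windows were, for each viewpoint, up to 10 windows called in every library by mean signal; windows past the threshold of the treatment comparison whose oestrogen libraries lay on one side of both vehicle libraries, up to 5 per direction; and the windows at the starts of listed neighbouring genes, always for the targeted gene and otherwise where called in at least 1 library. Other windows named in the text were chosen after their values were seen, and are given as such. Lists of oestrogen-responsive and of erythroid leukaemia genes were scored in trans by the summed signal within 10 kb of each gene's start, against 10000 random lists.

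Genes and sequence came from GENCODE 44 lifted to GRCh37, the same build as hg19. All 23 chromosome names of the tables were in the reference and 0 exceeded its lengths. Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1, pysam 0.24.0 and matplotlib 3.10.9 were used. The edgeR procedure was tested on simulated counts with the means and library sizes of the real windows. All windows of a viewpoint shared a single dispersion, edgeR's measure of spread (1.92 at ELOVL2, 5.78 at GREB1 and 4.38 at SIAH2). Of 50 windows changed 16-fold, the procedure recovered 0 at each of ELOVL2 (806 windows), GREB1 (3027) and SIAH2 (1825). A change of that size was thus not detectable at the shared dispersion in the whole-chromosome comparison. Among windows within 1 Mb, with a shared dispersion of their own, the procedure recovered 0 of 13 at ELOVL2, 0 of 14 at GREB1 and 1 of 15 at SIAH2 that changed 16-fold. Well-covered real windows varied less (standard error of the log2 fold 0.360 at the MAK start and 0.248 at the GREB1 start), so detection there was not measured. The distance-matched draws used for features of called windows passed their 95th percentile in 5.0% of 1000 simulated sets without enrichment and in 89.0% of 100 sets with 5 planted windows. Random gene lists scored by their mean passed it in 5.9% of 1000 simulated sets without enrichment. Every simulated gene had signal and was independent of the others, whereas 7.48% of MCF-7 background genes had signal. The scoring was thus not tested at such sparse signal.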

Results

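Contacts of 4 gene loci were measured by 4C-seq, in MCF-7 cells to examine interactions between open chromatin regions that had been predicted by a model. ELOVL2 encodes a fatty acid elongase, GREB1 an early oestrogen-induced protein of breast cancer cells and SIAH2 an E3 ubiquitin ligase. These 3 were assayed in MCF-7 cells after oestrogen (100 nM, 45 min) or vehicle, with 2 libraries per treatment and viewpoint. IRF2BP2, which encodes a transcriptional co-regulator, was assayed in 2 libraries of untreated K562 cells. Oestrogen replicates 1 and 2 held 207240 and 21434 reads at ELOVL2, 401697 and 88553 at GREB1, and 253827 and 111304 at SIAH2. Vehicle replicates 1 and 2 held 102928 and 102894 reads at ELOVL2, 332705 and 315387 at GREB1, and 411327 and 128466 at SIAH2. The IRF2BP2 libraries held 977501 and 986196 reads. Coordinates are in hg19.

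The ELOVL2 viewpoint (chromosome 6, unlisted stretch 11042094 to 11052301) covers the starts of ELOVL2 and of its antisense transcript ELOVL2-AS1. It contacted the start of MAK, a serine/threonine kinase gene 208 kb away, in all 4 libraries, in a window (10837093 to 10842093) with the first exon of MAK and introns of TMEM14B. This window took 258 ± 47.8 of 10000 reads within 1 Mb after oestrogen and 269 ± 3.77 after vehicle (mean ± SD, n = 2 each). The only other window called in all 4 libraries lay in an intron of SYCP2L (10967093 to 10972093), 77.6 kb away, with 205 ± 84.0 and 210 ± 37.5 reads. The start of SMIM13 (11092302 to 11097302), 47.6 kb away on the other side, was called in 3 libraries, with 241 ± 136 reads after oestrogen and 185 ± 98.4 after vehicle. Altogether 22 windows were called in at least 1 library, 20 of them within 500 kb. Random placement at matched distances gave 0.139 windows shared by all 4 libraries on average, and 58 of 10000 draws gave 2 or more. Without oestrogen replicate 2, the shallowest library, 5 windows were called in each of the rest.

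Neither shared ELOVL2 contact passed edgeR's quasi-likelihood test between treatments (Benjamini-Hochberg adjusted p = 0.996 for the MAK start and 0.996 for the SYCP2L intron). Of 806 windows tested, 1 passed, in an intron of the long non-coding gene ENSG00000285216 that also holds an exon of SLC35B3 (8417093 to 8422093; adjusted p = 2.63e-04, edgeR). It was named after its values were seen. It held 63 reads in oestrogen replicate 2 and 0 in the other 3 libraries, so it did not separate the treatments, and without oestrogen replicate 2 nothing of it was left to test. It was also lost without oestrogen replicate 1 or vehicle replicate 2, where the lone library of a treatment is assumed to vary like those of the other, and with no count filter or 20 kb bins (0 windows each). With the replicate number as a block, edgeR called 0 windows. DESeq2 called 20 windows. In edgeR's fit without a block 37 lay at an unadjusted p under 0.05, where 40.3 would be expected if none differed. An intergenic window 97.6 kb away (11142302 to 11147302), chosen after its values were seen, was called in both oestrogen libraries and in neither vehicle library, with 208 ± 75.6 against 67.0 ± 6.05 reads, and failed the correction (adjusted p = 0.534, edgeR). A window in an intron of the long non-coding gene ENSG00000242753 (11492302 to 11497302), chosen likewise, was called in both vehicle libraries and in neither oestrogen library, with 86.3 ± 11.6 reads after oestrogen and 124 ± 5.00 after vehicle (adjusted p = 0.996, edgeR). These p-values are of the whole-chromosome fit. Fitted among windows within 1 Mb, the scale of the reads given here, 0 of 216 passed (lowest adjusted p = 0.102, edgeR). Among 19 listed neighbouring genes, 9 had a start window with reads, 2 lay in the unlisted stretch and 8 had no read, and all 8 of those positions lacked a HindIII site. None of 8 neighbour starts tested differed between treatments by edgeR, 0 when adjusted over the list alone and 0 at an unadjusted p under 0.05.

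**Figure D1:**
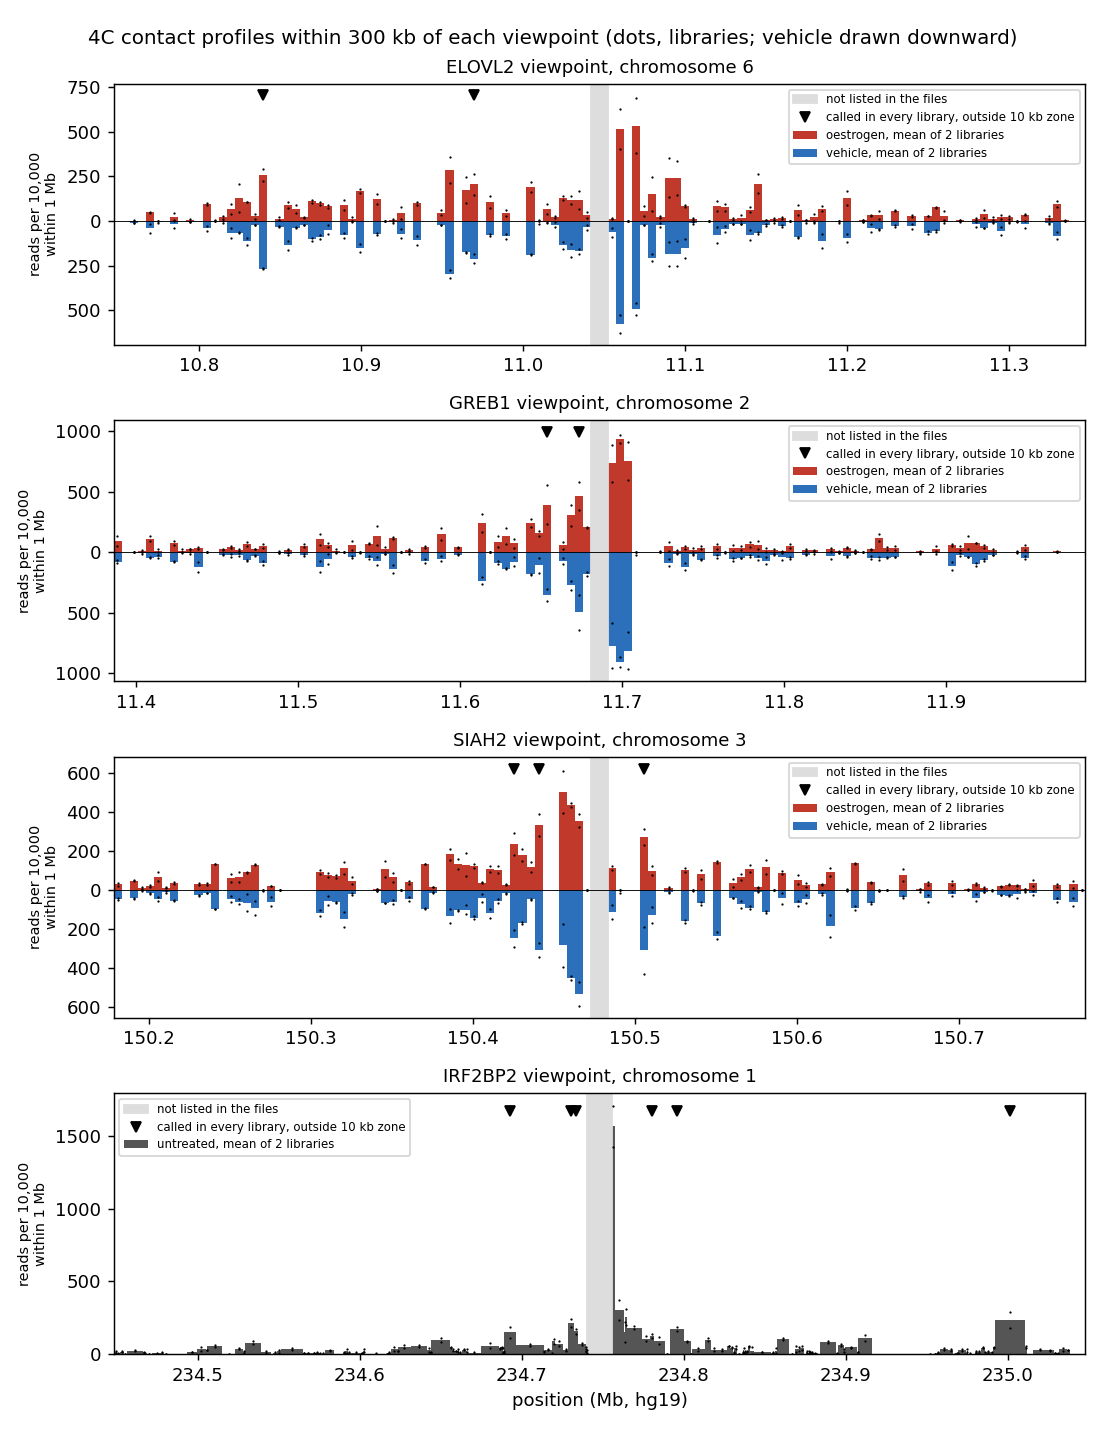
Reads per 10000 reads within 1 Mb of the viewpoint (y axis) by position in Mb (x axis) within 300 kb of each viewpoint; bars are means of 2 libraries, dots are libraries, vehicle is drawn downward, grey marks the stretch the tables do not list and triangles mark windows called in every library. The MAK start window stands at 258 after oestrogen and 269 after vehicle, and the GREB1 start window at 463 and 499.

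The GREB1 viewpoint (chromosome 2, unlisted stretch 11681075 to 11691263) lies in an intron of GREB1. Both windows called in all 4 libraries lay within the annotated extent of GREB1. The window at the gene's start (11671074 to 11676074, first exon and UTR) is 12.6 kb away and took 463 ± 164 reads per 10000 after oestrogen and 499 ± 208 after vehicle (n = 2 each). A second window, 32.6 kb away (11651074 to 11656074), took 391.95 ± 227 and 352 ± 71.6. It lies upstream of that start (11674171), inside the extent of GREB1 only because the annotation begins at 11622467. All 7 windows called in any library lay on the side of the GREB1 start within 72.6 kb, the farthest being an intergenic window (11611074 to 11616074) 4.79 kb from E2F6, a transcriptional repressor gene. The 3 windows on the other side (11691264 to 11706264) were called in all 4 libraries too, but lay inside the 10 kb zone. Random placement gave 0.162 shared windows on average, and 36 of 10000 draws gave 2 or more. Without oestrogen replicate 2, 4 windows were shared by the remaining libraries, and with a 50 kb zone 0 were shared by all 4.

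No GREB1 window passed edgeR's test between treatments (0 of 3027), while DESeq2 called 83. At an unadjusted p under 0.05 in edgeR lay 40 windows, fewer than the 151.35 expected if none differed. The GREB1 start had an adjusted edgeR p of 0.792 with a log2 fold of 0.362 over the whole chromosome, and of 0.995 with -0.0359 among windows within 1 Mb, the scale of the reads given above. Leaving out oestrogen replicate 1 gave 1 window and leaving out oestrogen replicate 2 gave 2, where the lone oestrogen library is assumed to vary like the vehicle libraries. Of 15 listed neighbours, 8 had a start window with reads; RRM2 and ODC1, which act in nucleotide and polyamine synthesis and were picked as examples after their values were seen, had 391 and 207 reads over the 4 libraries. GREB1's own start was the only neighbour start called. None of 7 neighbour starts tested by edgeR passed, 0 when adjusted over the list alone, with 0 at an unadjusted p under 0.05.

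The SIAH2 viewpoint (chromosome 3, unlisted stretch 150473137 to 150483286) covers the starts of SIAH2 and SIAH2-AS1. It contacted 3 windows in all 4 libraries, each in a long non-coding gene. An exon window of ERICH6-AS1, 37.6 kb away (150438136 to 150443136), took 334 ± 81.7 reads per 10000 after oestrogen and 308 ± 48.9 after vehicle (n = 2 each). A second ERICH6-AS1 exon window (150423136 to 150428136, 52.6 kb) took 234 ± 79.9 and 248 ± 62.8, and an intron window of SIAH2-AS1 (150503287 to 150508287, 27.6 kb) took 272 ± 57.8 and 309 ± 170. Starts of 6 listed neighbours were called in 1 or 2 libraries. The shared start window of EIF2A and SERP1 (150263136 to 150268136), a translation initiation factor gene and an endoplasmic reticulum stress gene, took 131 ± 1.17 and 92.6 ± 48.9. The SELENOT start (150318136 to 150323136) took 112 ± 43.2 and 151 ± 51.8, and the MINDY4B start (150618287 to 150623287) 92.1 ± 28.1 and 182 ± 80.1. The starts of the receptor genes GPR171 (150918287 to 150923287) and P2RY13 (151043287 to 151048287), the farthest called, took 21.1 ± 0.0595 against 66.9 ± 57.0 and 30.02 ± 31.1 against 73.5 ± 67.8. In all, 24 windows were called in at least 1 library, random placement gave 0.204 shared windows on average, and 1 of 10000 draws gave 3 or more. With a 50 kb zone 0 windows were shared.

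No SIAH2 window passed edgeR's test between treatments (0 of 1825), and DESeq2 called 33. At an unadjusted p under 0.05 in edgeR lay 38 windows, fewer than the 91.25 expected if none differed. With a 50 kb zone, with none beyond the unlisted stretch, or with the replicate number as a block, edgeR called 1 window. A window in an intron of MED12L, a Mediator subunit gene (150858287 to 150863287), and a pair of ERICH6 exon windows (150383136 to 150388136 and 150388136 to 150393136) were called in both oestrogen libraries and in neither vehicle library; they were chosen after their values were seen. The MED12L window took 144 ± 70.2 reads after oestrogen and 49.3 ± 43.8 after vehicle, and failed the correction (edgeR, Benjamini-Hochberg adjusted p = 0.498). The ERICH6 windows took 182 ± 42.1 against 134 ± 49.5 and 134 ± 37.1 against 104 ± 3.96 (adjusted p = 0.822 each, edgeR). These p-values are of the whole-chromosome fit. Fitted among windows within 1 Mb, the scale of the reads given here, 0 of 255 passed (lowest adjusted p = 0.987, edgeR). Of 19 neighbour starts tested by edgeR, 0 passed, 0 when adjusted over the list alone and 0 at an unadjusted p under 0.05.

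In K562 cells, the IRF2BP2 viewpoint (chromosome 1, unlisted stretch 234740384 to 234755805) had 6 fragments called in both libraries, and 7 in either. The farthest, on the longest fragment of the 6 (18646 bp), lay 253 kb away in an intron of the long non-coding gene ENSG00000286263 (234992090 to 235010736), with 232 ± 77.5 reads per 10000 within 1 Mb (n = 2). A pair of intergenic fragments lay 17.6 kb (234728398 to 234732618) and 14.4 kb (234732623 to 234734716) away, with 217 ± 39.4 and 157 ± 22.8. The remaining 3 touched long non-coding genes: ENSG00000228044 and ENSG00000241475 (234791392 to 234800392, 173 ± 23.5), ENSG00000287633 (234689412 to 234696721, 149 ± 50.9) and ENSG00000272362 (234779261 to 234781737, 126 ± 19.3). The LINC00184 start (234764798 to 234774398) was called in both libraries but lay inside the 10 kb zone, with 183 ± 14.9. Random placement gave 0.924 shared fragments on average, and 0 of 10000 draws gave 6 or more; with a 50 kb zone 2 fragments were shared. The starts of 19 of 22 listed neighbours had reads, and 0 were called outside the zone. The start of COA6, a cytochrome c oxidase assembly factor gene picked as an example after its value was seen, took 57.2 ± 5.72. Each value comes from a single condition, so no comparison between groups was possible.

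Whether oestrogen altered which windows were called was asked by comparing pairs of libraries. At ELOVL2 the Jaccard index averaged 0.362 within treatments and 0.347 between them, at GREB1 0.476 and 0.557, and at SIAH2 0.279 and 0.305. The within-minus-between differences of 0.0151, -0.081 and -0.026 gave exact one-sided permutation p-values of 0.33, 1 and 0.667, and 4 libraries allow none below 0.33. Signs varied with the library left out: ELOVL2 fell to -0.0542 without vehicle replicate 2, -0.0438 without oestrogen replicate 2 and -0.015 without vehicle replicate 1, GREB1 rose to 0.267 without oestrogen replicate 1, and SIAH2 to 0.0305 without oestrogen replicate 1 and 0.0175 without vehicle replicate 1. Among MCF-7 windows called in exactly 2 libraries, 5 pairs had the same treatment, 9 the same replicate number (7 of them at SIAH2) and 4 neither. Read profiles within 1 Mb had a mean Spearman correlation across windows, which are not independent, of 0.71 within treatments at each of ELOVL2, GREB1 and SIAH2 (0.710, 0.712 and 0.706) against 0.711, 0.714 and 0.725 between treatments.

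The cis share did not separate oestrogen from vehicle at ELOVL2, GREB1 or SIAH2. It was 40.9% ± 5.07 after oestrogen and 33.8% ± 16.6 after vehicle at ELOVL2, 44.8% ± 3.58 and 39.8% ± 15.2 at GREB1, and 48.3% ± 2.68 and 38.5% ± 17.1 at SIAH2 (n = 2 each). Exact two-sided permutation p-values were 1 at each viewpoint, where 0.33 is the smallest possible. The wide vehicle spread came from replicate 1, with 22.0% (95% Wilson interval 21.7 to 22.2) at ELOVL2, 29.1% (28.9 to 29.2) at GREB1 and 26.4% (26.3 to 26.6) at SIAH2, whereas replicate 2 had 45.5%, 50.6% and 50.6%. Without vehicle replicate 1 the oestrogen-minus-vehicle differences of 7.15, 4.98 and 9.75 percentage points turned to -4.61, -5.76 and -2.32. In K562, IRF2BP2 had cis shares of 21.3% and 12.7%.

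**Figure D2:**
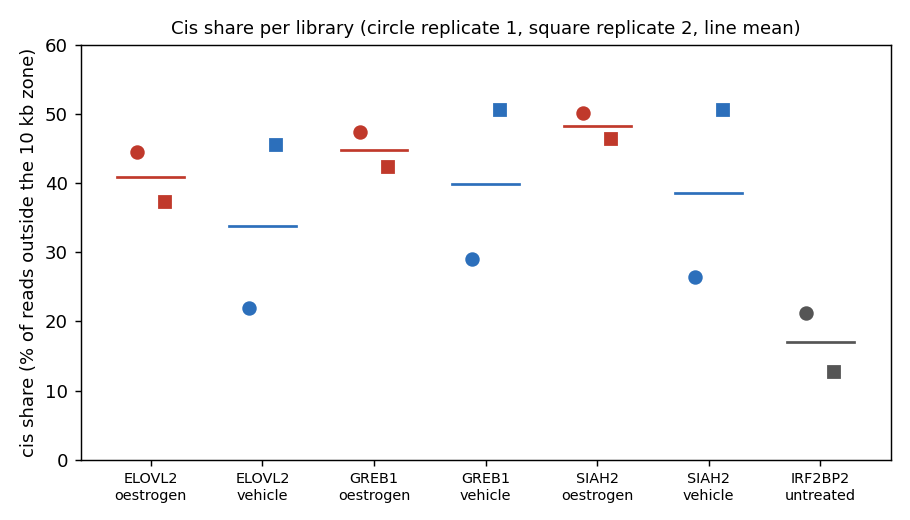
Cis share in percent of reads outside the 10 kb zone (y axis) for each viewpoint and treatment (x axis); circles are replicate 1, squares replicate 2 and lines the mean of 2 libraries. Vehicle replicate 1 lies lowest at ELOVL2 (22.0%), GREB1 (29.1%) and SIAH2 (26.4%).

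Contacts near the ELOVL2, GREB1 and SIAH2 viewpoints recurred across libraries far more often than distant ones. Between 50 and 250 kb, 86.9%, 81.0% and 86.7% of windows with any read had reads in all 4 libraries, and 88.0% of IRF2BP2 fragments in both libraries. Beyond 5 Mb (5000 kb) the shares were 0.396%, 0.684% and 0.801%, and 84.1%, 76.9% and 74.7% of windows had reads in a single library; at IRF2BP2 they were 8.11% and 91.9%.

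On other chromosomes, the list of oestrogen-responsive genes, which includes TFF1, PGR, MYC and the 3 viewpoint genes themselves, had too little signal for the planned score. Its median signal within 10 kb of gene starts was 0 in all 12 MCF-7 libraries, which fixed its percentile among random lists at 50 in each, although signal lay near 14.9% of the list's genes on average against 7.48% of background genes. Within 50 kb, a distance also set beforehand, the median was 0 in 8 of 12 libraries, and the percentile had a median of 50 (48.7 to 100) and passed the 95th in 3 of 12. The mean, chosen after the data were seen, gave a median percentile of 96.6 over MCF-7 libraries (48.7 to 99.9, above the 95th in 7 of 12), and 84.5 once genes on chromosomes 17 and 20 were left out (above it in 3 of 12), with signal near 14.2% of the remaining genes against 7.23% of background genes. ZNF217, a zinc finger gene of chromosome 20, had signal in 11 of 12 MCF-7 libraries, whereas TFF1 and NRIP1 had it in 0. In K562 the oestrogen list's mean lay at percentiles 59.1 and 37.2 in replicates 1 and 2. Its median within 50 kb lay higher there, at 67.6 and 90.2, with signal near 87.2% of its genes against 76.5% of background genes. The erythroid leukaemia list, with GATA1, the globin genes, ABL1 and BCR, had a median of 0 in K562 too (percentiles 49.0 and 45.2 in replicates 1 and 2). Its mean lay at 23.5 and 95.5 there, and at a median percentile of 52.5 in MCF-7. Within 50 kb its median lay at 84.5 and 85.7 in K562, and at a median percentile of 48.7 in MCF-7. In K562 only ABL1 and BCR had signal in both libraries, whereas GATA1, HBA1 and HBA2 had none. The 1 Mb bins from 23 Mb on chromosome 22 and from 133 Mb on chromosome 9 were among the 20 densest K562 trans bins. They stood at 6.19 and 4.48 times the median bin. These chromosomes carry BCR and ABL1, so signal at the genes cannot be told from that of wider dense segments. HBG1 and HBG2 had equal signal, so the mean does not speak for the erythroid genes as a set.

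**Figure D3:**
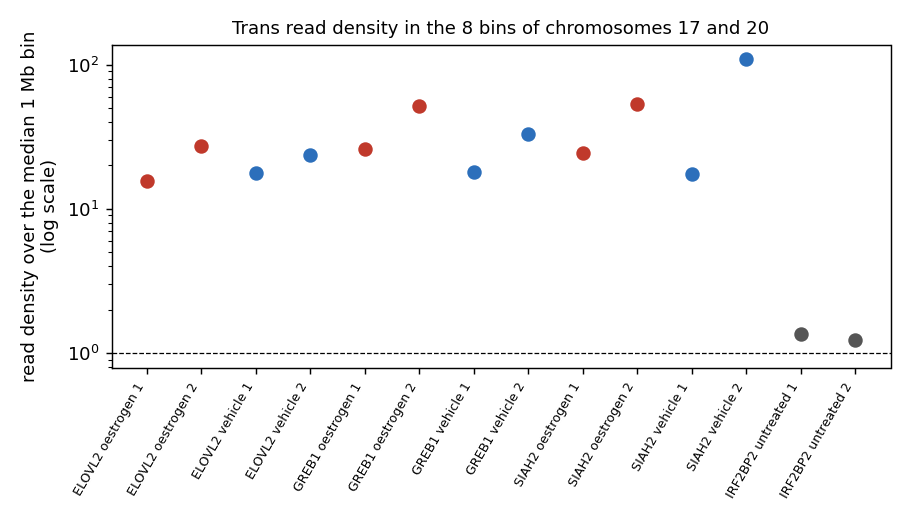
Trans read density in 8 bins of 1 Mb on chromosomes 17 and 20 over the density of the library's median bin (y axis, log scale), 1 point per library (x axis); red is oestrogen, blue vehicle and grey untreated K562, and the dashed line marks 1. The MCF-7 libraries lie at 15.7 or above, and the K562 libraries at 1.36 and 1.23.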

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

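Of the tests here, those of sequencing depth and of vehicle treatment as sources of the low cis share, and the comparison of the densest bins between viewpoints, were chosen after the result was seen; that of depth replaced a count of viewpoints with a higher share in a shallower library (3 of 3), which the choice of the lowest share had fixed, and the last replaced a count of shared bins that had given 8 of 20 bins in common, below its stated bound of 10, and then a density over all 20 bins.

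Vehicle replicate 1 had the lowest cis share of its viewpoint at ELOVL2, GREB1 and SIAH2. Sequencing depth is argued against at ELOVL2 and GREB1, where vehicle replicate 2, within 10% in depth, had a share at least 21.5 points higher, but stays open at SIAH2, where vehicle replicate 1 had 1.62 times the reads of the library nearest in depth. Vehicle treatment is argued against, since vehicle replicate 2 lay above both oestrogen libraries at 3 of 3 viewpoints. This rests on 1 library per viewpoint. Against the higher oestrogen library its share was 45.5% to 44.5% at ELOVL2, 50.6% to 47.3% at GREB1 and 50.6% to 50.2% at SIAH2. A few windows taking most trans reads is argued against too. The top 1% of trans windows held the largest share in vehicle replicate 1 at 0 of 3 viewpoints. More random ligation in that preparation may contribute, since vehicle replicate 1 covered the most trans windows after thinning to equal trans reads at 3 of 3 viewpoints, with 6427 against 5778 in the next library at ELOVL2, 8631 against 8421 at GREB1 and 12829.8 against 9695 at SIAH2. At GREB1, however, that next library, oestrogen replicate 1, had a cis share of 47.3% against 29.1%, and the 3 viewpoints count as 1 preparation if these libraries came from the same template, which the labels do not say. After oestrogen, replicate 1 also covered more trans windows than replicate 2 (5778 against 3320 at ELOVL2, 8421 against 4348 at GREB1 and 9695 against 4567 at SIAH2). Its cis share was nevertheless the higher (44.5% against 37.3%, 47.3% against 42.3% and 50.2% against 46.4%). Wide coverage after thinning thus did not go with a low cis share among the oestrogen libraries.

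In MCF-7, 8 bins of 1 Mb, 4 on 17q (56 to 60 Mb) and 4 on 20q (between 46 and 56 Mb), were among the 20 densest trans bins of ELOVL2, GREB1 and SIAH2 alike, out of 2029, and 0 of them were among the densest of K562. Mappability or density of HindIII sites is argued against, since the K562 libraries had at most 1.36 times their median density in the 8 bins pooled, with single bins at up to 1.71 times where each MCF-7 viewpoint had 12.1 times or more. For the 8 bins, contacts particular to a viewpoint could not be tested, since these bins were chosen as shared. For the 12 of the 20 densest bins of one viewpoint that were not shared by all 3, such contacts are argued against. Each other viewpoint had a median there of at least 3.71 times its median bin. However, 5 to 7 of those 12 also lay on chromosomes 17 or 20, and the median was at least 2.35 times in the rest. Some of the 12 were also among the 20 densest of a second viewpoint, such as the bin from 53 Mb on chromosome 20 for ELOVL2 and GREB1. Extra copies of these segments in MCF-7, a line with known gains on 17q and 20q, remain a candidate explanation, but copy number was not measured and the density in these bins, 15.7 times the median bin in the lowest of 12 MCF-7 libraries, is high by selection. The viewpoint means (21.1 ± 5.36 at ELOVL2, 32.1 ± 14.4 at GREB1 and 51.0 ± 41.5 at SIAH2, where vehicle replicate 2 stood at 109; n = 4 each) differed by 2.41 times, over the stated bound of 2 times, but within the spread of libraries (exact permutation test, two-sided, p = 0.229, a criterion set after the ratio was seen). Counted by listed windows in place of reads, SIAH2 vehicle replicate 2 stood at 19.7, and the MCF-7 libraries ran from 10.9 to 22.9.

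Beyond 5 Mb in cis, of 12177 MCF-7 windows with 10 or more reads in a library, 10234 reached 10 reads in that library alone (84.0%) and 8504 had no read in any other (69.8%). Whether oestrogen-dependent contacts explain windows seen in a single library could not be tested, since such a window has no second library to compare. Of 1638 windows seen in exactly 2 libraries, 25.3% had a same-treatment pair, 0.0286 percentage points above expectation. For those windows, oestrogen-dependent contacts are argued against as the main source, but a smaller part of them was not excluded. Sequencing depth is argued against for the windows with 10 or more reads in a library. They were compared with each other library whose depth gave an expectation of 3 or more reads. Of 41718 such comparisons, 80.7% found none there, and a window counted once for each such pair of libraries. Amplification of single ligation events may leave such windows, which was not tested.

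Reads around the other viewpoints were set beside the number expected from each library's mean trans density. Trans reads were clumped, with 3.97 to 29.9 reads per listed trans window in MCF-7 libraries. A count of 0 beside a few expected reads is therefore no deficit by itself, and an excess can rest on few windows. The ELOVL2 libraries held 22 reads around GREB1 where 2.74 were expected, and the GREB1 libraries 99 around ELOVL2 where 6.80 were expected, with reads in 4 of 4 libraries each. Around IRF2BP2, the ELOVL2 libraries held 14 reads, in 1 library (3.21 expected), and the GREB1 libraries 48, in 2 libraries (7.98 expected). Around SIAH2, the ELOVL2 and GREB1 libraries held 0 reads (2.73 and 6.79 expected). The SIAH2 libraries held 2 reads around ELOVL2, 2 around GREB1 and 0 around IRF2BP2 (5.76, 5.76 and 6.76 expected). In K562, the IRF2BP2 libraries held 14 reads around ELOVL2, below the 17.4 expected, 38 around GREB1 (17.4 expected) and 103 around SIAH2 (17.4 expected). On other chromosomes, 72 windows were called in at least 1 ELOVL2 library, 109 in GREB1, 75 in SIAH2 and 385 in IRF2BP2, of which 0 were called in every library of any of the 4 viewpoints.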

How the results depend on the processing

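Settings without a zone beyond the unlisted stretch, with reads in at least 3 libraries or with crossed numbers, and the changes to the trans gene list other than 50 kb, were chosen after the data were seen. The single ELOVL2 window was lost (0 windows) with no count filter, 20 kb bins, the replicate block or crossed numbers; at least 100 reads, windows within 1 Mb and reads in at least 3 libraries gave 0 too, but remove it before any test. DESeq2 called 20 windows at ELOVL2, 83 at GREB1 and 33 at SIAH2. SIAH2 had 1 window with a 50 kb zone, with no zone or with the replicate block. Leaving out 1 library gave 0 to 1 windows at ELOVL2, 0 to 2 at GREB1 and 0 to 0 at SIAH2, with the lone library of a treatment assumed to vary like the other treatment. Other settings kept the counts of 1, 0 and 0. Window counts gave no sign that the replicate numbers pair the samples (correlations of deviations 0.0853, 0.0121 and 0.0588). The crossed pairing, tried because GREB1 gave -0.124 within 1 Mb, called 0 windows at each of ELOVL2, GREB1 and SIAH2. A batch by replicate number is not excluded, since replicate 2 listed fewer regions than replicate 1 in each treatment at each MCF-7 viewpoint. For ELOVL2 vehicle these were 8406 against 13670, at 102894 and 102928 reads. Windows called in exactly 2 libraries also shared a number (9) more often than a treatment (5), but 7 of the 9 came from SIAH2. Its replicate 1 libraries had the most calls (19 and 14, against 9 and 4), which favours pairs of that number. At ELOVL2 the counts were 1 for the same number and 2 for the same treatment, and at GREB1 1 and 0. No expectation was computed.

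The cis share difference ranged with 1 library left out from -4.61 to 18.9 points at ELOVL2, -5.76 to 15.7 at GREB1 and -2.32 to 21.8 at SIAH2, and kept its sign with a 50 kb zone, with no zone and, at 3.95, 3.14 and 4.36 in place of 7.15, 4.98 and 9.75, as a percentage of listed windows. The replicate block cannot change it, and its pairs went opposite ways (22.5 and -8.20, 18.2 and -8.29, 23.7 and -4.21). The overlap difference turned to -0.0064 (neighbouring windows counted as shared) and -0.0288 (equal numbers of windows) at ELOVL2, to 0.161 (q of 0.01) and 0.0 (equal numbers) at GREB1, and to 0.0306 (q of 0.1), 0.0099 (neighbouring) and 0.0667 (equal numbers) at SIAH2. With 1 library left out it ran from -0.0542 to 0.173, -0.271 to 0.267 and -0.0825 to 0.0305. Shared windows numbered 5, 4 and 5 with neighbouring windows counted, and 4, 5, 6 and 10 (IRF2BP2) with no zone. A 50 kb zone, which removes the nearest windows, left 0 at GREB1, 0 at SIAH2 and 2 at IRF2BP2, and a q of 0.01 left 1 at GREB1. With 1 library left out the ranges were 3 to 5, 2 to 4, 3 to 4 and 6 to 7. The oestrogen list moved from a percentile of 50 to 96.6 by its mean and to 84.5 without chromosomes 17 and 20. Beyond what each setting removes, the cause was not tested. The shallowest library, ELOVL2 oestrogen replicate 2, held 21434 reads, and 5 windows were shared without it.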

Other observations

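The matching on HindIII sites was chosen after the result was seen. Called cis windows held starts of coding genes more often than windows at like distance from the viewpoint. A start lay in 8 of 60 called windows (13.3%), among them those of MAK, SMIM13, GREB1 and SELENOT, where 10000 distance-matched draws had a median of 3.33% and 1 draw reached 8. Matched also on the number of HindIII sites, the median of the draws was 5.0% and 5 draws reached it. By viewpoint the counts were 2 of 22 at ELOVL2, 1 of 7 at GREB1, 5 of 24 at SIAH2 and 0 of 7 at IRF2BP2. The hypothesis that called windows hold transcription starts more often than windows at like distance was borne out in this test, which is open to neighbouring windows not being independent.

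Oestrogen response elements (the palindromic motif GGTCANNNTGACC with at most 1 mismatch) were tested in the same way. Of 53 called MCF-7 windows 6 held one (11.3%), the GREB1 start window and the SMIM13 start window among them, equal to the median of the draws, so no preference was detectable.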
